A study of Mus musculus with 4 samples. Its data were reported in "Polycomb repressive complex 2 regulates skeletal growth by suppressing Wnt and TGF-β signalling" (2016).

How the data were processed

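RNA of primary rib chondrocytes from newborn mice was hybridised to 4 Affymetrix Mouse Gene ST 1.0 arrays, which carry probe sets spread over whole transcripts. Of the arrays, 2 held wild-type cells (Wt) and 2 held cells with a conditional deletion of Eed (Eed cKO). The pups were 0.5 days old and of a mixed C57BL/6 and 129Sv background, and the cells were kept in culture overnight in medium with serum before RNA was taken. Groups and replicate numbers were taken from the sample titles. The labels call the samples biological duplicates and do not say whether an array held cells of 1 pup or of several, so every p-value measures the spread between these samples only.

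The deposited array values are intensities on a linear scale, summarised by the authors for each of 35512 probe sets with 1 column per array. The name of a supplementary sheet of the study names dChip signals; the background correction, normalization and annotation build are not given in the sources used here. The medians of the 4 arrays lay between 830 and 837, so the authors had brought the arrays to a common level before deposit, and no further normalization was applied. A second deposited table held the same intensities, gene names and accessions, and the authors' ratio of Eed cKO to Wt for each replicate number and for the means. The deposited ratio of the means was recomputed from the intensities with a largest difference of 4.41e-09. An array has no read depth, and the number of arrays limits the precision.

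Gene names came from the deposited table and were updated through RefSeq genes of the mouse assembly GRCm38.p6, which was used for names and for the order of neighbouring genes only. By accession 18664 probe sets were matched, by symbol 2420 and by an older name 1957, while 2134 kept the name in the file and 10337 had no name. For each of 22305 genes the probe set with the highest mean was used. Genes with a mean under the 33rd percentile, a signal of about 623, were left out, which kept 14944 genes.

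Differences were tested on log2(intensity + 32) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), as a two-sided test of Eed cKO minus Wt with group as the single term. P-values were adjusted by Benjamini-Hochberg over the kept genes, and an adjusted p of 0.05 was the threshold for writing that a gene rose, fell or changed. All log2 differences are on this scale, and the pseudocount makes those of dim genes smaller than they are. Levels are given as mean ± SD of the intensities over 2 arrays, and differences with the standard error (SE) of the fit. The fit had 2 residual degrees of freedom, which the shared variance estimate raised to 6.994. The study states an unpaired Student's test for comparisons of groups in general, and its main text names no test for the arrays. Its fold rule, taken here as a ratio of group means more than 25% over 1, was counted beside the tested genes.

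A total of 32 gene lists was fixed before the data were examined, but after the study's text and a shortened supplementary table of the same arrays had been read, so the lists are not independent of the study. Of these, 31 had at least 5 kept members and were tested. They cover Polycomb subunits, Hox and other developmental transcription factors, signalling pathways and their targets, chondrocyte stages, the other cell types that rib cartilage can carry along, interferon-stimulated, imprinted, germline and stress genes, housekeeping genes, and the genes the study measured by quantitative PCR (qPCR). Lists were tested with limma's camera against the other kept genes, with a preset correlation of 0.01 between genes and Benjamini-Hochberg over the lists, and again with a correlation estimated from the residuals. Limma's fry, which asks whether a list's genes move on balance in a single direction and compares them with no other genes, was run beside it. Counts adjusted over the list alone apply Benjamini-Hochberg within a list.

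The named genes follow a rule fixed with the lists. They are Eed, Ezh1, Ezh2 and Suz12, the qPCR genes, the 12 genes that rose most and the 8 that fell most among those past the threshold with both Eed cKO arrays on 1 side of both Wt arrays, up to 4 members of each list with the smallest p, and all members where 5 or fewer changed. Any gene named beyond the rule is said to have been chosen after its values were seen.

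Simulated arrays had the real genes' means, variances drawn around the shared variance estimate, and genes independent of each other. The test was tried in 10 such simulations, with 200 of the 14944 genes changed in each. It called 10.5% of the genes changed by 0.25 (log2), 61.8% of those changed by 0.5 and 97.7% of those changed by 1, 4.81% of its calls were unchanged genes, and without any change it called 0 genes. A list shifted by 0.2 was called in 10 of the 10 simulations with the preset correlation and in 0 with the estimated one, and 1 other list was called over all simulations. The simulations follow the test's own model, with fewer changed genes than were called in the data. They do not show how often lists whose members vary together are called wrongly.

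Alternatives set before the data were examined were another pseudocount (1 or 128), no filter or a filter at the 50th percentile, quantile normalization, eBayes without the trend, the mean of a gene's probe sets, leaving out each array in turn, the replicate number as a block, Y-linked expression as a covariate, the methods' t-test, the estimated correlation, and other fold thresholds. The second deposited table gave no alternative because its intensities were identical. One alternative, the lists without members of the fibroblast and osteoblast lists, was added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The H3K27me3 data of the study were not analysed here.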

Results

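Polycomb repressive complex 2 (PRC2) places the silencing mark H3K27me3 on chromatin, and Eed is a core subunit that its activity needs. To ask which genes change when chondrocytes lose PRC2, the study deleted a floxed Eed gene with a Cre recombinase driven by the collagen II promoter and measured RNA of rib chondrocytes from newborn pups on arrays. The data are 4 arrays, 2 of wild-type (Wt) and 2 of Eed cKO cells. Their median signals were 837 and 830 (Wt 1 and Wt 2) and 834 and 837 (Eed cKO 1 and Eed cKO 2). Across genes, which are not independent replicates, the SD of the log2 difference was 0.121 between the Wt arrays, 0.155 between the Eed cKO arrays and 0.265 to 0.278 between arrays of different groups. Genes that mark sex differed between arrays in a way that crossed the groups. Xist, the RNA of the inactive X chromosome, had a signal of 17820 in Wt 1 and 17196 in Eed cKO 2, against 3634 in Wt 2 and 4845 in Eed cKO 1. The Y-linked gene Ddx3y ran the other way, with 192 in Wt 1, 622 in Eed cKO 2, 4664 in Wt 2 and 4324 in Eed cKO 1.

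Eed itself was lower in both Eed cKO arrays. Its signal fell from 3564 ± 47.4 in Wt to 1023 ± 46.9 in Eed cKO cells (mean ± SD, n = 2 arrays, as for all levels here), a log2 difference of -1.77 (SE 0.07, limma adjusted p = 7.03e-05). Which exons its probe set covers is not given in the sources used here, so the remaining signal is no measure of the deletion. The other core subunits did not pass the threshold, with log2 differences of -0.11 for Ezh1 (adjusted p = 0.338), -0.01 for Ezh2 (0.883) and -0.05 for Suz12 (0.629). For Ezh2, a catalytic subunit, the 95% confidence interval of the difference ran from -0.10 to 0.08. Of 11 PRC2 subunits tested, Jarid2 rose by 0.25 (0.0252), Eed fell and 9 did not pass, and the counts adjusted over the list alone were the same. The Jarid2 call was lost without Wt 1 (0.179) or Wt 2 (0.0630). Of 17 subunits of Polycomb repressive complex 1, Bmi1 rose by 0.57 (0.00125), Phc2 rose by 0.21 (0.0293), Pcgf6 fell by 0.24 (0.0132) and 14 did not pass, again with equal counts adjusted over the list alone. The Phc2 call was lost without Wt 1 (0.181), Wt 2 (0.0664) or Eed cKO 2 (0.0624), and the Pcgf6 call without Wt 1 (0.0811) or Wt 2 (0.0569). Neither complex stood apart from other genes as a list (camera adjusted p = 0.520 and 0.759).

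Eed cKO cells had more genes raised than lowered, and the large changes were almost all increases. Of 14944 genes tested, 1439 rose and 897 fell at an adjusted p of 0.05. At least 2-fold changes numbered 142 among the genes that rose and 7 among those that fell. The median size of a change was 0.386 (log2), and the median over all tested genes was 0.00. An unadjusted p under 0.05 was found for 4548 genes. Counts of called genes moved when a single array was left out. Such a fit leaves 1 array in a group, so a lost call need not mean that the difference rested on that array. For all 2336 called genes both Eed cKO arrays lay on 1 side of both Wt arrays, so every sign held. With the intensity trend left out 575 genes fell, and the methods' t-test after Benjamini-Hochberg left 2 genes higher and 2 lower.

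The 12 genes that rose most had log2 differences from 2.99 to 1.99. Fndc3c1 led, from 547 ± 53.2 in Wt to 4577 ± 346 in Eed cKO cells (2.99, SE 0.09, adjusted p = 6.96e-05), followed by Ibsp, which encodes the bone matrix protein bone sialoprotein (1102 ± 52.9 to 6547 ± 1886, 2.51, SE 0.17, adjusted p = 0.000318). Raet1b, which has near-identical paralogs whose RNA its probe set could also have bound, rose by 2.44. Ahr, a ligand-activated transcription factor, rose by 2.38 and the interferon-induced Ifit1 by 2.27. Rbm46, an RNA-binding protein of germ cells, rose by 2.25. The zinc finger factor Plag1 rose by 2.19, the complement protease Masp1 by 2.14 and the junctional adhesion molecule F11r by 2.10. Pcp4l1, Cox6b2, a testis form of a cytochrome c oxidase subunit, and Vgll3, a cofactor of TEAD factors, rose by 2.05, 2.03 and 1.99. After Eed, the genes that fell most were Slc2a5, a fructose transporter (1264 ± 17.4 to 416 ± 12.2), and Car6, a secreted carbonic anhydrase (8696 ± 975 to 3162 ± 375), by 1.53 and 1.45. Prf1, encoding perforin, fell by 1.41, the connexin Gjc3 by 1.32, Lcn2 by 1.13, the Hif1a target Ndufa4l2 by 1.10 and Cdsn, encoding corneodesmosin, by 0.99. The call for Lcn2 was lost without Eed cKO 1 (adjusted p = 0.0703) or without the trend (0.0753).

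Most of the Hif1a target genes tested fell. Hif1a, the oxygen-regulated transcription factor that chondrocytes need in the centre of the growth plate, fell from 19889 ± 482 to 16465 ± 293 (log2 difference -0.27, SE 0.03, adjusted p = 0.00295). Of 40 Hif1a target genes tested, 26 fell and 14 did not pass, and adjusted over the list alone 29 fell and 1 rose. Slc16a3, a lactate exporter, fell by 0.83 (11876 ± 266 to 6655 ± 200). Ndufa4l2 fell by 1.10, the mitophagy receptor Bnip3 by 0.77, the kinase Pdk1, which holds back pyruvate oxidation, by 0.74, the oxygen sensor Egln1 by 0.66 and Vegfa, the vascular growth factor, by 0.47. The median over the list was -0.28, and the list was lower relative to other genes (camera adjusted p = 4.54e-17). With an estimated correlation the camera adjusted p was 0.475 (unadjusted 0.0736), a value that the adjustment gave to many lists alike. Of 12 housekeeping genes, Pgk1, a glycolytic enzyme that Hif1a also drives, fell by 0.28, Hprt fell by 0.27 (adjusted p = 0.0278) and 10 did not pass, with equal counts adjusted over the list alone (list median 0.00, camera adjusted p = 0.672). The Hprt call was lost without Wt 2 (0.155) or Eed cKO 2 (0.0593).

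The genes measured by qPCR in the study are no independent list, since the study had found Wnt10a and Lef1 on these arrays and its text was read before the arrays were examined here. Of these 16 genes 8 rose, 6 fell and 2 did not pass, and adjusted over the list alone 9 rose and 6 fell. Lef1, Lrp4, Fzd6, Fzd3, Cdkn2a, Wnt10a, Tgfbr2 and Lrp5 rose, and Eed, Hif1a, Vegfa, Pdk1, Ndufa4l2 and Bnip3 fell. Axin2, a feedback target of canonical Wnt signalling, was at 711 ± 69.1 in Wt and 882 ± 73.8 in Eed cKO cells (log2 difference 0.30, SE 0.10, adjusted p = 0.0937), and Tgfbr1 at 3044 ± 58.9 and 3371 ± 277 (0.14, SE 0.07, 0.242). As a list of genes that go both ways, the 16 did not stand apart from other genes (camera adjusted p = 0.398).

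**Figure D1:**
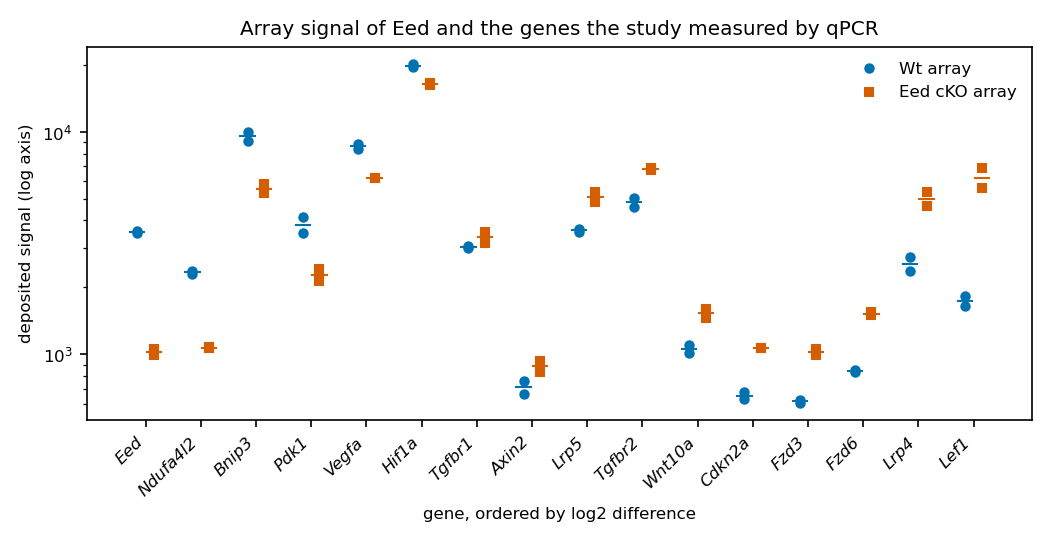
Signal of Eed and the other qPCR genes, on a log axis, in each of the 2 Wt arrays (circles) and 2 Eed cKO arrays (squares), with short lines at the group means and genes ordered by log2 difference. Both Eed cKO arrays lie apart from both Wt arrays for all 16 genes, but Axin2 and Tgfbr1 did not pass the threshold.

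More Wnt signalling genes rose than fell, among ligands and receptors as well as among known targets. Of 41 ligands, receptors, antagonists and nuclear factors tested, 14 rose, 1 fell (Wls, needed for Wnt secretion, by 0.21) and 26 did not pass. Adjusted over the list alone, 16 rose and 2 fell. The Wls call (adjusted p = 0.0315) was lost without Wt 1 (0.228), Wt 2 (0.0771) or Eed cKO 2 (0.0571). Lef1, a transcription factor through which beta-catenin acts, rose from 1739 ± 126 to 6231 ± 895 (log2 difference 1.82, SE 0.10, adjusted p = 0.000165). The ligand Wnt5a rose by 1.26, the secreted antagonist Sfrp4 by 1.02, and the receptors Lrp4, Fzd6, Fzd3 and Lrp5 by 0.96, 0.84, 0.71 and 0.50. The list median was 0.14 (camera adjusted p = 0.000127, adjusted p = 0.475 with an estimated correlation). Of 22 canonical target genes, 11 rose and 11 did not pass, with a median of 0.29 (camera adjusted p = 7.38e-07, adjusted p = 0.475 with an estimated correlation). Adjusted over the list alone, 13 rose and 2 fell. Cyclin D1 (Ccnd1) more than doubled, from 7259 ± 528 to 17155 ± 131 (1.24, SE 0.05, adjusted p = 7.78e-05), Bmp4 rose by 1.67 and the feedback inhibitor Nkd1 by 0.69. Of each list 8 members stand on other lists too.

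More components of the TGF-beta pathway rose than fell, while its target genes went both ways. Of 26 ligands, receptors, Smads and latent binding proteins tested, 11 rose, 1 fell (Acvr1b, an activin receptor, by 0.50) and 14 did not pass, and adjusted over the list alone 12 rose and 2 fell. The receptor Tgfbr2 rose from 4822 ± 341 to 6818 ± 121 (log2 difference 0.50, SE 0.06, adjusted p = 0.00285), the signal transducer Smad3 by 0.60, the co-receptor Eng by 0.81, and the latent TGF-beta binding proteins Ltbp1 and Ltbp2 by 0.64 and 0.95. The list median was 0.19 (camera adjusted p = 0.000363, adjusted p = 0.475 with an estimated correlation). Among 29 target genes 8 rose, 5 fell and 16 did not pass, and adjusted over the list alone 12 rose and 5 fell. Ltbp2 and Cdkn2b rose by 0.95 and 0.62, whereas Acta2, Timp3, Snai2, Timp1 and Fn1 fell by 0.30, 0.18, 0.17, 0.14 and 0.09. The Timp1 call was lost without Wt 2 (adjusted p = 0.0514) and the Fn1 call without Wt 1 (0.119), Wt 2 (0.195) or Eed cKO 2 (0.0813). Of the genes that fell, only Acta2 kept its call without the intensity trend. The target list did not pass (median 0.12, camera adjusted p = 0.101), but passed without the filter (0.0314), with quantile normalization (0.0274) and without Wt 2 (0.0116).

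More targets of the ERK kinase pathway rose than fell. Of 22 tested, 13 rose, 1 fell (Ier3, by 0.33, adjusted p = 0.0196 and 0.131 without Wt 2) and 8 did not pass, and adjusted over the list alone 16 rose and 1 fell. Besides Ccnd1, the receptor kinase Epha2 rose from 2883 ± 38.4 to 6612 ± 578 (1.19), and Dusp6, a phosphatase that acts on ERK, and Phlda1 rose by 0.96 and 0.62. The list median was 0.39 (camera adjusted p = 1.22e-07, adjusted p = 0.475 with an estimated correlation). In the BMP pathway, 7 of 28 genes rose, 4 fell and 17 did not pass, and adjusted over the list alone 9 rose and 7 fell. The activin and BMP antagonist Fst rose by 1.80, Bmp4 by 1.67, Bmp7 by 0.85 and Gdf10 by 0.46, while Id4, Bmp6, Bmp5 and the target Id2 fell by 0.48, 0.29, 0.25 and 0.14. The calls for Bmp6, Bmp5 and Id2 were lost without Wt 2 (adjusted p = 0.0924, 0.0521 and 0.151), that for Id2 also without Wt 1 (0.108) or Eed cKO 2 (0.0650), and the list did not pass (camera adjusted p = 0.672).

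Most cartilage genes did not pass the threshold, while among genes of hypertrophy, bone and perichondrium more rose than fell. Col2a1, the main cartilage collagen, was at 37581 ± 73.7 in Wt and 37059 ± 619 in Eed cKO cells (log2 difference -0.02, adjusted p = 0.614), and Sox9, the master regulator of chondrocytes, had a difference of -0.03 (0.433). Acan, encoding the main cartilage proteoglycan, fell by 0.12 (0.0305), a call lost without Wt 2 (0.150) or Eed cKO 2 (0.0750), without the trend (0.214) or with quantile normalization (0.0782). These 3 genes were chosen after their values were seen. Col2a1 and Acan are among the brightest genes (the highest signal in Wt 1 was 51398), where differences may be compressed, so their small differences do not show that the RNA stayed the same. Of 31 cartilage matrix genes and regulators tested, 3 rose, 7 fell and 21 did not pass, and adjusted over the list alone 4 rose and 10 fell. The transcription factor Nkx3-2 rose by 0.97, and the matrilins Matn4 and Matn1 by 0.75 and 0.56. Scrg1 and Epyc, a small proteoglycan, fell by 0.49 and 0.33. The list was lower relative to other genes (camera adjusted p = 0.0324, adjusted p = 0.475 with an estimated correlation) with a median of -0.04 and a mean of 0.02, so the mean differed in sign from the test. Among the settings that ended that call were quantile normalization (0.225), leaving out the trend (0.215), leaving out Wt 2 (0.105) and leaving out Eed cKO 2 (0.155).

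Among 22 genes of hypertrophic chondrocytes, the mature cells that mineralise cartilage, 12 rose, 4 fell and 6 did not pass, and adjusted over the list alone 14 rose and 4 fell. Ibsp rose by 2.51, the parathyroid hormone receptor Pth1r by 0.55 and Mmp13, a matrix protease chosen after its values were seen, by 1.92. The genes that fell include the defining collagen of these cells, Col10a1, by 0.37 (24297 ± 3193 to 18750 ± 2051, adjusted p = 0.0449), with Vegfa by 0.47, Clec3a by 0.40 and Bmp6 by 0.29. The Col10a1 call was lost without Eed cKO 1 (0.102) or Wt 2 (0.0580), with quantile normalization (0.0611) or without the trend (0.110), and the Bmp6 call without Wt 2 (0.0924). The list median was 0.45 (camera adjusted p = 0.00338, adjusted p = 0.608 with an estimated correlation). Of its members 5 are also fibroblast or osteoblast genes, and without them the list did not pass (0.213). Among 18 osteoblast genes 11 rose and 7 did not pass, and adjusted over the list alone 11 rose and 1 fell. The phosphatase Alpl rose by 0.96 and the receptor Pdgfra by 0.80, with a list median of 0.31 (camera adjusted p = 6.29e-05, adjusted p = 0.475 with an estimated correlation).

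Of 23 genes typical of fibroblasts and perichondrium, 12 rose, 1 fell and 10 did not pass, and adjusted over the list alone 17 rose and 1 fell. Prrx1, a transcription factor of limb and perichondrial mesenchyme, rose from 9938 ± 85.9 to 16537 ± 496 (log2 difference 0.73, SE 0.04, adjusted p = 0.000138), and Osr1, Twist1 and Twist2 rose by 1.31, 1.21 and 1.17. Dcn, encoding the abundant proteoglycan decorin, fell by 0.25 (28217 ± 1388 to 23779 ± 747, 0.00880), a call lost without the trend (0.0655). The list median was 0.32 (camera adjusted p = 3.54e-07, adjusted p = 0.475 with an estimated correlation). Lists of other cell types did not pass by camera, although the endothelial list was higher by fry (adjusted p = 0.0385). Macrophage and granulocyte genes had a median of -0.08 (11 tested, 2 fell, 9 did not pass, camera adjusted p = 0.509), and the genes that fell, C1qb and Cd14, by 0.38 each, lost the call without Wt 1 (adjusted p = 0.120 and 0.138) or Wt 2 (0.0821 and 0.0593), Cd14 also without Eed cKO 2 (0.0621). The 11 macrophage and granulocyte genes went both ways, with 5 above 0. Among these were Lyz2 (0.54, limma adjusted p = 0.122) and Laptm5 (0.24, 0.117), which did not pass. Of 17 muscle genes Des, Myod1 and Chrna1 rose by 0.73, 0.45 and 0.35 and Ttn fell by 0.88 (list median 0.02, camera adjusted p = 0.509). The fall of Ttn rests on its brightest probe set, while its dimmer probe sets had Eed cKO to Wt ratios of 0.967 and 1.04. Of 14 endothelial genes Eng and Cdh5 rose by 0.81 and 0.29 and Plvap fell by 0.26 (median 0.10, 0.239, but 0.0232 without the filter). Of 6 red cell genes Alas2 fell by 0.32 (median -0.08, 0.328). Adjusted over the list alone, 5 muscle genes rose and 2 fell, 5 endothelial genes rose and 1 fell, 1 red cell gene fell and 2 macrophage genes fell. Without Wt 1 the calls for Myod1 (0.0879), Chrna1 (0.280), Cdh5 (0.223), Plvap (0.246) and Alas2 (0.265) were lost. Without Wt 2 those for Chrna1 (0.0544), Cdh5 (0.235), Plvap (0.260) and Alas2 (0.104) were lost, without Eed cKO 1 Plvap (0.0843) and Alas2 (0.0836), and without Eed cKO 2 Chrna1 (0.0725) and Cdh5 (0.0905).

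**Figure D2:**
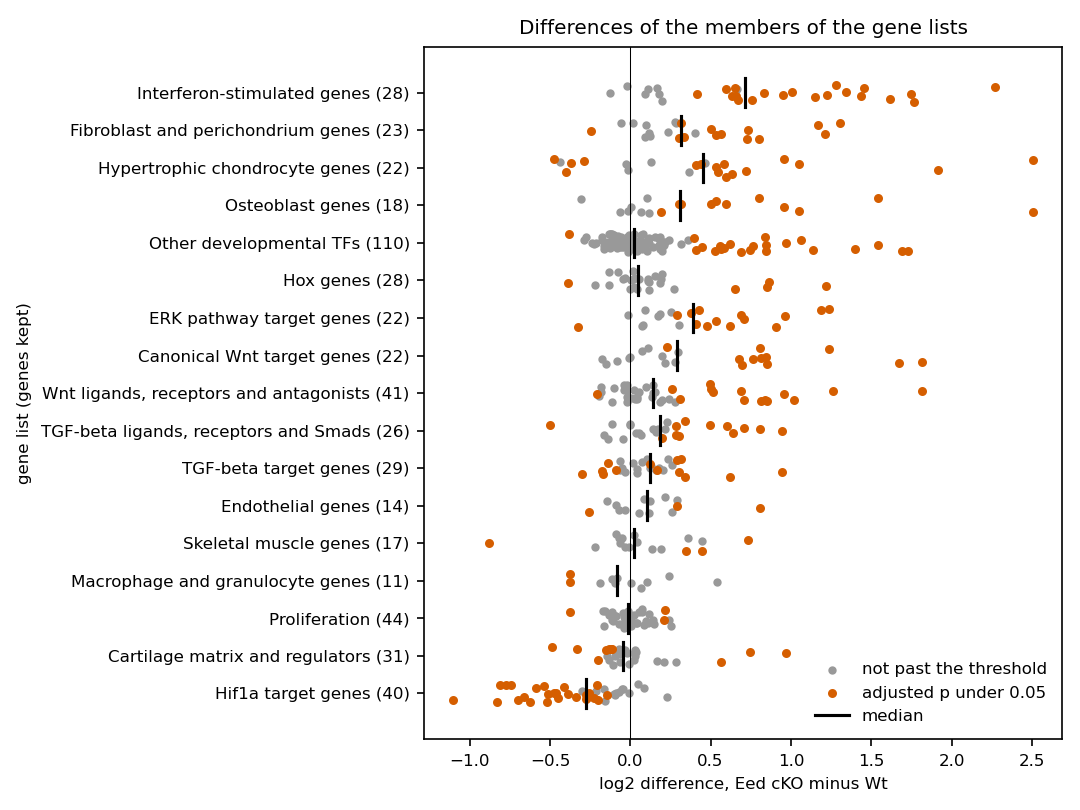
Log2 difference (Eed cKO minus Wt) of each kept member of 17 gene lists, with coloured points for genes past an adjusted p of 0.05, grey points for the others and a black line at the list median. Interferon-stimulated genes have the highest median of these lists (0.72) and Hif1a targets the lowest (-0.28), and the macrophage and granulocyte median lies below 0 (-0.08).

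Developmental transcription factors, the classic PRC2 targets, rose in part. Of 110 such genes outside the Hox clusters, 21 rose, 1 fell (Alx1, by 0.38) and 88 did not pass, and adjusted over the list alone 21 rose and 2 fell. Gata6, a factor of endoderm and heart, rose from 1498 ± 174 to 4912 ± 393 (log2 difference 1.69, SE 0.10, adjusted p = 0.000164), and Foxd1, Nr2f2 and Nkx3-2 rose by 1.14, 1.06 and 0.97. The list median was 0.02 and its mean 0.16 (camera adjusted p = 0.0420, adjusted p = 0.475 with an estimated correlation), and the call was lost without Eed cKO 2 (0.199), without the trend (0.0768) or without the fibroblast and osteoblast members (0.0738). Of 28 Hox genes, 4 rose, 1 fell and 23 did not pass, and adjusted over the list alone 4 rose and 2 fell. Those that rose, Hoxc12, Hoxb9, Hoxc13 and Hoxc9, by 1.22, 0.87, 0.85 and 0.65, specify posterior positions, and the call for Hoxc13 was lost without the trend (0.0623). Hoxd12 fell by 0.39 (0.0338), a call lost without Wt 1 (0.161), Wt 2 (0.0621) or Eed cKO 1 (0.0664). The Hox list did not pass (camera adjusted p = 0.147), but did without the filter (0.0232).

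Most of the cell cycle inhibitors that changed rose, and the proliferation genes showed no common direction. Of 7 cyclin-dependent kinase inhibitors, Cdkn1c (p57) rose from 5405 ± 430 to 9417 ± 86 (0.80), Cdkn2a, the well-known PRC2 target, from 651 ± 33.3 to 1068 ± 2.18 (0.69, adjusted p = 0.00226) and Cdkn2b by 0.62. Cdkn1b fell by 0.30 (0.0133, 0.0820 without Wt 1), and 3 did not pass, with equal counts adjusted over the list alone. This short list did not pass (camera adjusted p = 0.137). Of 44 proliferation genes 2 rose (Ccne1 by 0.22 and Rrm2 by 0.21), 1 fell (Ccne2, by 0.37) and 41 did not pass, with a median of -0.01 (camera adjusted p = 0.672). Adjusted over the list alone, 1 fell and the others did not pass. The Ccne1 call was lost without Wt 2 (0.324), Eed cKO 1 (0.0612) or Eed cKO 2 (0.0905), the Rrm2 call without Wt 1 (0.220) or Eed cKO 2 (0.104) and the Ccne2 call without Wt 1 (0.0846). The Eed cKO arrays differed here: the median difference of the list from the Wt mean was -0.15 in Eed cKO 1 and 0.14 in Eed cKO 2. Without Eed cKO 2 the list was lower and without Eed cKO 1 higher, by camera with the preset correlation. Its estimated correlation was 0.373, and with it the camera adjusted p over all arrays was 0.901.

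**Figure D3:**
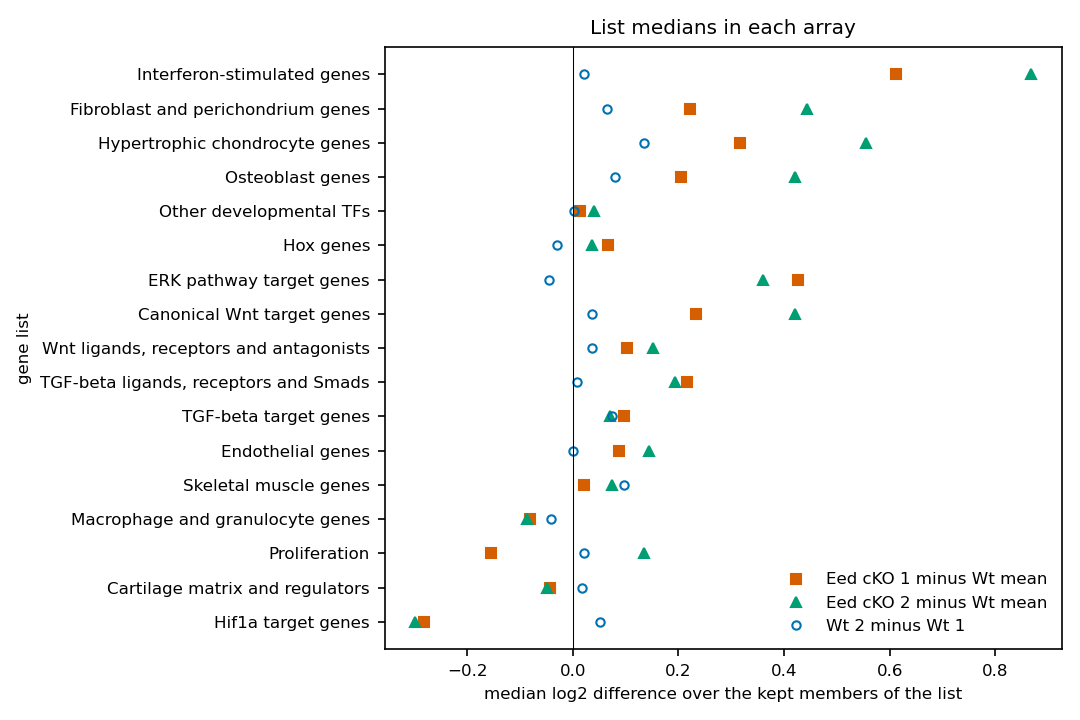
Median log2 difference over the kept members of each of 17 gene lists, for Eed cKO 1 minus the Wt mean (squares), Eed cKO 2 minus the Wt mean (triangles) and Wt 2 minus Wt 1 (open circles). The Eed cKO arrays lie on opposite sides of 0 for proliferation (-0.15 and 0.14) and close together for Hif1a targets (-0.28 and -0.30).

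Interferon-stimulated genes, which defend cells against viruses and help present antigen, had the highest median of the 31 lists tested. Of 28 tested, 20 rose and 8 did not pass, with the same counts adjusted over the list alone and a median of 0.72 (camera adjusted p = 1.14e-13, adjusted p = 0.475 with an estimated correlation). The peptide transporter Tap1 rose from 1758 ± 12.7 to 4502 ± 70.6 (log2 difference 1.34, SE 0.06, adjusted p = 7.78e-05), Ifit1 by 2.27, Usp18, which removes the ubiquitin-like ISG15, by 1.76, Ifit3 by 1.75 and Oas1g, a member of a family of close paralogs, by 1.62. The median difference from the Wt mean was 0.61 in Eed cKO 1 and 0.87 in Eed cKO 2, against 0.02 between Wt 2 and Wt 1.

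The study counted genes on the arrays by a fold change, and its main text states no test beside it. The fold was taken as the ratio of the group means, as in the deposited table. By it 1694 named genes were more than 25% higher in Eed cKO cells and 1175 were lower by the same factor. Counted as probe sets with a gene name, 1782 were higher and 1287 lower. Of the 1694 genes, 1225 were bright enough to be tested here, and 1067 of these passed the test and rose. The same threshold separated many genes between arrays of a single genotype. Between the Wt arrays 530 genes were higher in Wt 2 and 566 in Wt 1, and between the Eed cKO arrays 1242 were higher in Eed cKO 2 and 893 in Eed cKO 1. Between single arrays of different genotype, 2020 genes were higher and 1665 lower in Eed cKO 1 than in Wt 1, and 2189 higher and 1698 lower in Eed cKO 2 than in Wt 2. These counts include dim genes. Of the 14944 genes kept for the test, 205 lay that far apart between the Wt arrays, 682 between the Eed cKO arrays and 1911 to 2106 between arrays of different groups. Asking that every Eed cKO array lie that far from every Wt array left 969 genes higher and 387 lower.

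Of the 31 lists tested, 11 were called higher and 3 lower relative to other genes, and 10 of these 14 also had a fry adjusted p under 0.05. The fry adjusted p was larger for the hypertrophic (0.229), cartilage (0.0844), osteoblast (0.0634) and stress (0.0546) lists. By fry 19 lists passed in all, some of them not called by camera. These were the neuronal list (adjusted p = 0.00252), the osteoclast and BMP lists (0.0055 each), germline genes (0.00901) and cell cycle inhibitors (0.00928). The PRC2 list (0.0171), the Hox and endothelial lists (0.0385 each) and Polycomb repressive complex 1 (0.0481) passed too. All of them were higher but the PRC2 list. With an estimated correlation camera called 0 lists, with an unadjusted p under 0.05 for 2. That setting called a simulated list shifted by 0.2 in 0 of 10 simulations, and the preset correlation in 10 of 10, but the medians of several lists were larger than that shift. The estimated correlation was 0.392 for interferon-stimulated genes, 0.545 for hypertrophic genes and 0.203 for Hif1a targets, against the preset 0.01. In these lists, members that vary together may account for part of the loss. For ERK targets it was 0.0106 and for TGF-beta components -0.0296, and these lists lost their call as well. This setting also tests with 2 degrees of freedom. Its adjusted p of 0.475 is a value that Benjamini-Hochberg gave to many lists alike. Their unadjusted camera p ran from 0.0297 (ERK targets) to 0.230 (osteoblast genes).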

Values the study reported

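On the arrays, the study counted 1,817 genes with annotation as raised beyond 1.25-fold after loss of Eed. Of these it found H3K27me3 at 433, out of 3,925 genes that it listed with the mark in chondrocytes. The recount above at the same fold took genes under updated names and gave fewer raised genes. Why the counts differ was not tested.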

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

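For the probe sets without a gene name, the tests against shuffled order and of the single arrays were chosen after the result was seen, and the test of small RNA recovery before.

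Probe sets without a gene name stood in no comparison of the report and changed in part. Of 3816 such probe sets bright enough to be tested with the same limma model, 27 were higher and 83 lower in Eed cKO cells, 2.88% in all, and the deposited tables pair them with no gene. Array controls among them, if any, were not told apart from transcripts, so these counts are not counts of unnamed transcripts.

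Probe sets with IDs between those of the imprinted genes Meg3 and Dio3 formed a run that was higher in Eed cKO cells. Of 54 unnamed probe sets in the run, 42 had distinct values and passed the filter, 37 of these had a log2 difference above 0, and 8 passed the threshold and were higher while 0 were lower. What their IDs say about position rests on order alone, since 89.62% of successive named probe sets lay on 1 chromosome. Of the neighbours, Rian, a noncoding RNA of the same imprinted region chosen after its values were seen, rose by 0.40 (adjusted p = 0.0260, 0.0740 without Wt 2). The abundant noncoding RNA Meg3, at the edge of the run, and the imprinted gene Dlk1 beside it did not pass, with log2 differences of -0.07 (adjusted p = 0.507) and 0.01 (0.863), and were chosen in the same way.

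The tests argue against a chance order of unrelated probe sets and against a general gain of small RNAs. Both treat probe sets as independent, so they do not measure the spread between cultures. Most of the run's probe sets were also higher in Wt 1 than in Wt 2, so the run shifts together between cultures of 1 genotype too. The run was picked for its high values, so its median of 0.339 was set against the highest median of any 41 successive unnamed probe sets when their order was shuffled, which reached 0.133 at most (permutation p = 1e-04, the smallest that 10000 shuffles can give). In the real order the highest such median outside the run was 0.0518. Of 20 named small RNA probe sets elsewhere, 13 were above 0 with a median of 0.0354, lower than the run by 0.303 (permutation p = 0.0021). The run's median was 0.521 in Eed cKO 1 and 0.239 in Eed cKO 2, a ratio of 0.459 that leaves open whether a single culture made most of the difference. A change of part of the imprinted region after Eed loss may underlie the run, but the level of Meg3 gives it no support, and the identity of the probe sets was not tested.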

How the results depend on the processing

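The lists without fibroblast and osteoblast members were chosen after the data were seen, and the other alternatives before. Of the 2336 genes called in the report, between 1289 (without Wt 2) and 2036 (without Eed cKO 1) kept the call when an array was left out, 1683 without the trend, 1814 with Y-linked expression as a covariate and 2138 with quantile normalization. The median over all genes moved to -0.00904 at most, with quantile normalization.

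The number of genes higher in Eed cKO ranged from 931 (without Wt 1) to 1580 (without Eed cKO 1), and of genes lower in Eed cKO from 395 (without Wt 2) to 1203 (without Eed cKO 1). A lone array is assumed to vary like the other group, so the calls of these fits rest on the spread of the other group alone. All 2336 called genes kept the sign of their difference in each of these fits. Without the intensity trend 575 were lower, and the cause was not tested. The methods' t-test after Benjamini-Hochberg left 2 higher and 2 lower, because with 2 arrays per group it takes each gene's spread from 2 degrees of freedom, while 1740 higher and 1201 lower had an unadjusted p under 0.05. With the replicate block, a paired fit, 1539 genes were higher and 991 lower, and 2244 of the 2336 kept their call. The cartilage list (0.0847), Alas2 (0.0541), Ccne1 (0.0502), Plvap (0.0525) and Rxra (0.0510) lost their call with it, Itgb3 (0.0310) and Lyz2 (0.0376) gained one, and no other list or named gene call changed. The study compared mice of the same litter, but it does not say that equal array numbers mark a litter. Across genes, which are not independent replicates, arrays of equal number deviated together weakly (r = 0.102, Spearman 0.0487). Of 139 named genes past the threshold 37 lost it under a setting other than the t-test. Of the 119 tested under every setting, 86 kept it in all but the t-test. Of the 139, 21 lost it without the trend, among them Bmp6, Hprt, Id2, Phc2, Rian, Rrm2 and Wls, 12 with the covariate and 7 with quantile normalization.

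By the fold rule, 622 genes were higher and 190 lower at 1.5-fold, 181 and 26 at 2-fold, and 969 and 387 when every Eed cKO array had to lie apart from every Wt array, as a stricter rule must give. The filter left 641 lower, since it removes dim genes, whose ratios spread widely.

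With an estimated correlation 0 lists were called by camera (unadjusted p under 0.05 for 2, fry adjusted p under 0.05 for 19), and the adjusted p was 0.4749 for Wnt ligands and receptors, Wnt targets, TGF-beta components and Hif1a targets. The estimated correlation was 0.392 for interferon-stimulated genes, 0.545 for hypertrophic genes and 0.203 for Hif1a targets, which can account for part of the loss. For ERK targets it was 0.0106, close to the preset, yet their unadjusted p was 0.0297, as this setting also tests with 2 degrees of freedom. The simulated list that it missed was shifted by 0.2. The medians of Wnt ligands and receptors (0.14) and of TGF-beta components (0.19) were smaller. Those of Wnt targets (0.29) and Hif1a targets (-0.28) were larger in size. How far low power accounts for the loss was not settled. TGF-beta targets passed without the filter (0.0314) and with quantile normalization (0.0274), and ranged from 0.0116 (without Wt 2) to 0.212 (without Wt 1) when an array was left out; the cause was not tested. Without fibroblast and osteoblast members 10 of 29 lists were called. Both of those lists then drop out, and of the lists still tested the hypertrophic one (0.213) and the developmental transcription factors (0.0738) lost the call.

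The proliferation list ranged from 3.03e-06 (lower, without Eed cKO 2) through 0.000142 (higher, without Eed cKO 1) to 0.767 (without Wt 1). Mki67, a proliferation marker chosen after its values were seen, had a log2 difference of -0.01 with all arrays, 0.19 without Eed cKO 1 (adjusted p = 0.0300) and -0.21 without Eed cKO 2. The cause was not tested, but the Eed cKO arrays lay on opposite sides of Wt. These list values use the preset correlation of 0.01, while the one estimated for the list was 0.373. Dim genes are limited by signal over background, as the pseudocount shrinks their differences and the filter left out all genes under a signal of about 623. Differences of genes near the highest signal may be compressed, which was not tested.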

Other observations

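Of the tests below, those of the sex of the pups, of families of neighbouring genes and of the share of changed genes near Eed were chosen before the result was seen, and the others after.

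Several lists beyond the main questions were tested. Of 17 Hedgehog and PTHrP pathway genes 6 rose and 2 fell (adjusted over the list alone 8 and 3), among them Gli1, a Hedgehog target, and Foxc2, up by 0.67 and 0.62, and Boc and Gas1, which fell by 0.29 and 0.26. The list was higher (median 0.12, camera adjusted p = 0.0262, adjusted p = 0.475 with an estimated correlation). The Gas1 call was lost without Wt 2 (adjusted p = 0.209) or Eed cKO 1 (0.0594). Of 32 imprinted genes 7 rose and 2 fell (adjusted over the list alone 11 and 2), with Sfmbt2, Asb4, Cdkn1c and Peg10 up by 0.90, 0.83, 0.80 and 0.33, while Phlda2 and Impact fell by 0.36 and 0.17 (median 0.08, camera adjusted p = 0.00377, adjusted p = 0.475 with an estimated correlation). The calls for Phlda2 and Impact were lost without Wt 2 (0.0664 and 0.0963), that for Impact also without Wt 1 (0.2499), Eed cKO 1 (0.0528) or Eed cKO 2 (0.0593). Of 25 stress and immediate early genes Egr1 rose by 0.43 and 8 fell (adjusted over the list alone 1 and 9), among them Atf3, Gadd45b and Mt1, which fell by 0.67, 0.51 and 0.40 (median -0.09, camera adjusted p = 0.0177, adjusted p = 0.475 with an estimated correlation).

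The remaining lists did not pass by camera, although the neuronal, osteoclast and germline lists were higher by fry (adjusted p = 0.00252, 0.0055 and 0.00901). Of 16 retinoic acid genes Crabp1, Rbp4 and Rxra rose by 1.00, 0.67 and 0.24, and Rarb and Dhrs3 fell by 0.50 and 0.45 (adjusted over the list alone 5 rose and 2 fell, camera adjusted p = 0.509). The Rxra call was lost without Wt 1 (0.0697), Wt 2 (0.265) or Eed cKO 2 (0.0953), and the Rarb call without Wt 1 (0.0568). Of 14 neuronal genes L1cam, Sncg and Celf4 rose by 1.49, 0.73 and 0.30 (adjusted over the list alone 3 rose and 1 fell, 0.830), with a median of -0.06 against a mean of 0.10, and the Celf4 call was lost without Wt 1 (0.114), Wt 2 (0.196) or Eed cKO 1 (0.0545). Of 8 osteoclast genes Nfatc1 and Mmp9 rose by 0.49 and 0.48 and Ctsk fell by 0.51 (0.239), and of 5 germline genes Rbm46 rose (0.398), with equal counts adjusted over the list alone for both. The 2 Y-linked genes kept were too few to test.

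The rise of interferon-stimulated genes was not matched by macrophage and granulocyte genes. Macrophage and granulocyte genes had a median of -0.0847, lower than the interferon-stimulated genes by 0.8 (permutation p = 0.0136). This permutation takes genes as independent replicates, so its p-value does not measure the spread between cultures. The list's median difference in the weaker Eed cKO array was 0.705 of that in the stronger, against a response in only 1 culture. With Y-linked expression as a covariate the median was 0.739 and 20 genes stayed past the threshold. Genes that mark sex crossed the groups, so this covariate could have moved the median little. What argues against the sex of the pups is that the Wt arrays, which differed in these genes, differed by 0.02 in the list's median. Other immune cells, and a condition shared by both Eed cKO cultures and neither Wt culture, were not tested and stay open.

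Of the 38 kept fibroblast, perichondrium and osteoblast genes 20 rose and 1 fell, which the cells in the culture or their state could bring about. The median of the fibroblast and perichondrium list exceeded that of the macrophage and granulocyte list by 0.4 (permutation p = 0.0227, with genes taken as independent replicates). The markers of all other cell types thus did not rise alike. A lower share of chondrocytes stays open, since other cell types need not change alike and only 11 of 24 macrophage and granulocyte genes were bright enough to test. More fibroblasts in the Eed cKO cultures stay possible, since 86.8% of these genes were above 0, although Dcn, an abundant fibroblast gene, fell. Whether Eed loss shifted chondrocytes towards these genes, or the dissection carried more perichondrium along, cannot be told apart with whole cultures. The median of the fibroblast and perichondrium list from the Wt mean was 0.222 in Eed cKO 1 and 0.443 in Eed cKO 2.

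A hypothesis was tested that large changes come in neighbouring genes. Among 14076 genes with a position, 270 had a log2 change of at least 0.8, and 12 neighbouring pairs had large changes of the same sign, all higher, against 4.43 in shuffled positions (permutation p = 0.002). Leaving out pairs of like symbols, which are often families, left 9 pairs against 4.22 (permutation p = 0.0248), among them Ahr with Tspan13, Meox2 with Etv1 and Dkk1 with Prkg1, chosen after their values were seen. A strain segment carried along with the floxed Eed allele does not explain these pairs, as 0 of the 12 lie on the chromosome of Eed, and segments elsewhere in the mixed background were not tested.

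Whether such a segment changes genes near Eed stays open. Of the 100 genes nearest to Eed 22% passed the threshold against 15.8% of the others (permutation p = 0.0657), among them Cemip, up by 1.79 and chosen after its values were seen.

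Slc2a5 and Car6, among the genes that fell most, lie on either side of Slc2a7, which did not pass (log2 difference 0.04, adjusted p = 0.805) and was chosen after its values were seen. Without the filter, genes too dim for the test also rose, among them Ano3, Rerg, Cd55 and Gatm by 2.28, 1.85, 1.51 and 1.45, chosen after their values were seen.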
